A study of Homo sapiens with 30 samples. Its data were reported in "Menin-MLL1 complex cooperates with NF-Y to promote hepatocellular carcinoma survival" (2025).

How the data were processed

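The series measured guide RNA abundance in pooled CRISPR-Cas9 knockout screens of chromatin regulators in HLF and PLC/PRF/5, established human hepatocellular carcinoma lines. The labels describe 30 libraries in 10 groups of 3. They cover initial and final libraries for each line in monolayer (2D) and spheroid (3D) culture, and final HLF 3D libraries kept with DMSO or with SNDX-5613, a small molecule that blocks the binding of menin to MLL1. The labels give day 28 for the final libraries and day 0 for the initial ones, except the initial PLC/PRF/5 3D libraries, for which no day is given. The labels give 5 µM SNDX-5613, and the study's text gives a different dose for this screen, so the dose of the screen stayed unsettled. Groups were taken from the labels alone.

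The authors counted guides and compared libraries with MAGeCK, a tool that ranks the guides of each gene and combines the ranks by robust rank aggregation (RRA), with non-targeting guides as controls. Its version, and the genome build the guides were designed on, were not given in the sources used here. The authors deposited, for each of 737 genes and 9 comparisons, 1 Score and 1 FDR. Taken as minus the base 10 logarithm of the RRA value, every Score gave back an RRA value of 5 significant digits for 737 of 737 genes in each comparison, within a tolerance of 2e-09, and its sign separates depleted (below 0) from enriched (above 0) guides. A Score is thus a measure of evidence and not a fold change. The deposited FDR is a p-value adjusted by the authors' tool for the number of genes, and unadjusted p-values were not used here. Counts per library were not used here, so depth did not enter, no interval that needs it is given, and no spread between replicates was computed. The labels do not say whether replicates came from separate cultures. The study's text says in general that a replicate was 1 dish whose cells were divided between treatment and control, without naming the screens. Whether the spread behind each FDR is between cultures or may be technical was thus not settled.

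Of the 9 comparisons, 6 set final against initial libraries (HLF 2D, HLF 3D, PLC/PRF/5 2D, PLC/PRF/5 3D, HLF 3D with DMSO and HLF 3D with SNDX-5613). The other 3 set final libraries against each other: 3D over 2D in each line, and SNDX-5613 over DMSO. The direction of these 3 was settled from the table. Each correlated across genes with the difference of its pair of screens, with r = 0.883 in HLF, 0.879 in PLC/PRF/5 and 0.777 for the inhibitor, so no sign was turned.

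A gene was called at a deposited FDR under 0.05, as depleted or enriched by the sign of its Score. Agreement between screens was measured across genes by Pearson and Spearman correlations, each with a permutation test of 100000 pairings, over 6 relations. Overlaps of calls were tested with Fisher's exact test, two-sided, 9 in all, and both families were adjusted by the Benjamini-Hochberg method. The count of genes depleted in all 4 screens was set against 10000 permutations of each list of calls, one-sided. The SD across genes of the difference between the HLF 3D screen and its repeat with DMSO served as the only between-screen error. The labels list 1 group of initial HLF 3D libraries, so the HLF 3D comparisons may share initial libraries. The column names of the table end in number tags whose meaning is not given. HLF 2D and 3D carry the same tag, the DMSO and SNDX-5613 screens share another, and PLC/PRF/5 2D and 3D carry different ones, so DMSO may have initial libraries other than those of the HLF 3D screen, and the PLC/PRF/5 cultures may come from different runs. To show what sharing gives with no effect, 200 simulations ranked 7 guides per gene in unchanged libraries, 3 per arm, against common initial libraries.

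In all, 35 gene lists were fixed, of which 34 had at least 3 measured members and were tested. A list's median Score was set against 10000 random lists of the same size, in a two-sided permutation test whose smallest possible p is 0.0002, adjusted by the Benjamini-Hochberg method over 306 tests. Lists for complexes and processes came from textbook knowledge, with 34 broadly essential genes as a positive control and 32 germline, lymphoid and muscle genes as a negative control. The menin-MLL1, NF-Y and study ubiquitination lists (3 of the 35) were made from genes and complexes the study's text discusses, with PSIP1, which it does not name, added to the menin-MLL1 list, and are not independent evidence of direction. No count of calls adjusted over a list alone was made, because the table holds FDRs and not unadjusted p-values.

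The lists, tests, alternatives and the rule for named genes were fixed before the data were examined, but after the study's text had been read. By that rule, each comparison names members of the menin-MLL1 and NF-Y lists, the 8 genes with the lowest and the 8 with the highest Scores among those called (or, where none was called, up to 5 with the lowest FDR in that direction), up to 4 members of each list that passed, and genes the study's text names as common hits, opposite hits or inhibitor partners. Where a group was large its genes are summarised, and Y-linked genes and 1 other gene named by the rule are left out. Genes named outside the rule are said to have been chosen after their values were seen.

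The alternatives were other FDR and Score thresholds, ranked Scores, means in place of medians, lists without shared members, random lists without the positive control, correlations without essential or uncalled genes, and differences of Scores in place of the direct comparisons. The list test was tested on simulated data made from the 737 genes of HLF 3D. It called 5.5%, 6% and 3.5% of unchanged lists of 5, 10 and 20 members, and recovered 49%, 74% and 79.5% of lists shifted by a Score of 1.5 (200 lists per size). These shares of unchanged lists are those of a threshold near an unadjusted p of 0.05. In the data the highest unadjusted permutation p that passed after adjustment was 0.0092. Recovery at that stricter threshold was not simulated and would be lower. A simulated RRA step for the same number of genes gave the right sign for 87.5%, 100% and 100% of 200 genes shifted by 0.5, 1 and 2 guide SDs. Its guides were simulated, because the deposited table holds no guide values. Of the unchanged genes in these simulations, 38.9%, 27.8% and 6.52% had a Score of at least 1 in size, the share falling as the shift of the others grew. These shares thus describe simulated guides and not a screen of the study. No other comparison was simulated for the list test. Gene positions came from GENCODE release 44 on GRCh38, which is not stated to be the build of the study, and 734 genes had one. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.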

Results

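The screens asked which chromatin regulators HLF and PLC/PRF/5 cells need to multiply, whether this differs between monolayer and spheroid culture, and which knockouts change the response to a menin inhibitor. HLF is a poorly differentiated hepatocellular carcinoma line, and PLC/PRF/5 is a hepatocellular carcinoma line that carries integrated hepatitis B virus. The 30 libraries form 10 groups of 3, of initial and final libraries. The labels give day 0 for the initial libraries, except those of PLC/PRF/5 3D, for which they give no day, and day 28 for the final libraries. Each gene has 1 Score and 1 FDR per comparison in the authors' deposited table, with no value per library, so single Scores carry no SD here. Counts, and with them depth, were not used here. The SD of 1.499 between the HLF 3D screen and its repeat is the only error that could be set beside a difference of Scores.

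In 2D culture, guides against Elongator and the broadly essential genes were depleted in both lines. The authors' deposited table gave the lowest HLF 2D Scores to ACTB (-8.55), which encodes beta-actin, TONSL (-8.20), a factor for stalled replication forks, ELP3 (-7.49), the catalytic subunit of Elongator, and CDK1 (-6.65), the kinase that starts mitosis. ASH2L (-6.54), a core subunit of MLL methyltransferases, HCFC1 (-6.19), EXOSC6 (-6.03) and RCC1 (-6.01) followed in the authors' deposited table. For PLC/PRF/5 2D, the authors' deposited table gave the lowest Scores to GTF3C4 (-8.82), a subunit of the RNA polymerase III factor TFIIIC, the methylosome genes WDR77 (-6.29) and PRMT5 (-5.55), TONSL (-6.07) and HDAC3 (-5.58), the deacetylase of NCoR. MCRS1 (-5.53) and KMT2D (-5.10) were also among the lowest in the authors' deposited table. No gene was called enriched by MAGeCK in either 2D screen, while 41 genes in HLF and 97 in PLC/PRF/5 had a Score of at least 1. The highest Scores in the authors' deposited table, not called at an FDR of 1, included ATXN7 (6.82) and USP22 (6.34) of the SAGA deubiquitinase module, BCORL1 (4.09) and CREBBP (4.04) in HLF, and USP17L2 (4.80), BCOR (4.25), ZMYND11 (3.73) and ATXN7L3 (3.44) in PLC/PRF/5.

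Several complexes were depleted as groups in 2D. In HLF, the broadly essential genes had a median Score of -4.27 with 34 of 34 called (adjusted permutation p = 0.00383). Elongator, which modifies transfer RNAs, had a median of -3.44 with 6 of 6 called, and the MSL and NSL acetyltransferase complexes -3.28 with 10 of 11. The histone chaperones (-2.47, 18 of 18), the SRCAP and TIP60 remodelers (-2.13, 19 of 20) and the ubiquitin ligases and conjugating enzymes (-1.84, 22 of 32) also passed, with adjusted permutation p-values up to 0.0494. Low members of these lists in the authors' deposited table were MCRS1 (-5.76), KAT8 (-4.39), CHAF1A (-5.61), RUVBL2 (-5.90) and DDB1 (-4.57). The negative control lay above random lists, at a median of 0.173 (adjusted permutation p = 0.0239). When members shared with another list were left out, only the broadly essential genes among these HLF lists still passed, and the ubiquitin ligases and conjugating enzymes then lay above random lists. The ubiquitin list also failed to pass with means, and Elongator and the SRCAP and TIP60 remodelers with ranked Scores. In PLC/PRF/5, the RNA exosome, which degrades and trims RNA, had a median of -3.44 with 9 of 9 called, and the broadly essential genes -2.84 with 33 of 34 (adjusted permutation p = 0.00383 for both). Elongator (-3.32, 6 of 6), the INO80 remodeler (-2.64, 14 of 14) and the COMPASS methyltransferase complexes other than menin-MLL1 (-2.46, 9 of 10) passed too, at adjusted permutation p-values up to 0.0299. Of these PLC/PRF/5 lists, Elongator and the broadly essential genes still passed without shared members, and the exosome, INO80 and COMPASS lists did not. Examples in the authors' deposited table were EXOSC9 (-4.71), ELP5 (-4.52), NFRKB (-4.04) and PAGR1 (-3.25).

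In all, 501 genes (68.0%) were called depleted in HLF 2D and 485 (65.8%) in PLC/PRF/5 2D, and 9 and 16 of the 32 negative control genes were among them. All 501 HLF genes with a Score below 0 were called, down to -0.0282 in the authors' deposited table, and requiring a Score of at least 1 in size left 299 and 288 genes.

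In 3D culture, guides against Elongator and the broadly essential genes were depleted in both lines, while guides against CUL3, CUL5 and KDM1A were enriched in both. The lowest HLF 3D Scores in the authors' deposited table belonged to CHAF1A (-6.29), the large subunit of the chaperone CAF-1, CHEK1 (-6.21), the replication checkpoint kinase, HIRA (-5.98), the chaperone of histone H3.3, TONSL (-5.54), KAT8 (-5.22) and MCRS1 (-5.11). The highest Scores in the authors' deposited table were those of CUL3 (11.62) and CUL5 (10.01), scaffolds of cullin-RING ubiquitin ligases, PPP4R2 (6.61), a PP4 phosphatase subunit, the bromodomain gene BRD2 (5.62), the demethylases KDM1A (4.99) and KDM4B (4.76), IDH2 (4.71) and KEAP1 (4.58), a substrate adaptor of CUL3. For PLC/PRF/5 3D, the authors' deposited table gave the lowest Scores to GTF3C4 (-6.05), RCC1 (-6.04), the corepressor scaffold SIN3A (-6.01), the kinase MAP3K7 (-5.66), also known as TAK1, the maintenance methyltransferase DNMT1 (-5.17) and TADA1 (-5.16). Its highest Scores in the authors' deposited table were SPOP (10.79), another adaptor of CUL3, CUL3 (9.04), KDM1A (7.80), DAPK3 (7.64), the ubiquitin-conjugating gene UBE2D3 (7.56), KDM5A (6.64), DPF2 (6.41) and PAXIP1 (6.28).

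The study ubiquitination genes (CUL3, CUL5, UBE2D3, HUWE1 and SPOP) had a median Score of 4.02 in HLF 3D, with 2 of 5 called enriched, and 7.56 in PLC/PRF/5 3D, with 5 of 5. The study chose this list on these samples, so the permutation tests (adjusted p = 0.00532 and 0.00383) are not independent evidence. In HLF 3D, the mitotic kinases and centromere genes (-2.44, 9 of 12), Elongator (-2.78, 5 of 6), the RNA exosome (-2.21, 6 of 9), INO80 (-1.53, 8 of 14) and the broadly essential genes (-2.52, 29 of 34) were depleted, with adjusted permutation p-values up to 0.0377. The list for H3K9 methylation and HP1, the writers and readers of heterochromatin, lay higher, at a median of 1.26 with none of 12 called (adjusted permutation p = 0.0299), and CBX5 had 2.29 and SUV39H1 1.84 in the authors' deposited table. It did not pass in the DMSO repeat (0.528, adjusted permutation p = 0.416), nor in HLF 3D with means or without shared members. Of the depleted HLF 3D lists, Elongator and the broadly essential genes still passed without shared members, and the mitotic, exosome and INO80 lists did not. In PLC/PRF/5 3D, Elongator (-2.91, 6 of 6), the MSL and NSL complexes (-2.56, 6 of 11), the general factor TFIID (-2.26, 7 of 11), the SAGA and ATAC acetyltransferases (-1.66, 14 of 25), the histone chaperones (-1.58, 10 of 18) and the broadly essential genes (-2.23, 21 of 34) were depleted, with adjusted permutation p-values up to 0.0357. Without shared members, Elongator and the SAGA and ATAC list still passed in PLC/PRF/5 3D and the other 4 did not, and with means the histone chaperones did not pass. Examples in the authors' deposited table were ELP6 (-4.73), TAF7 (-3.65), TADA3 (-3.44) and HIRA (-4.31).

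HLF 3D had 200 depleted and 8 enriched genes, and PLC/PRF/5 3D had 175 depleted (23.7%) and 17 enriched. The negative control gave 4 and 2 of 32 depleted calls, and at an FDR under 0.01 the depleted counts were 122 and 106.

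Guides against CUL3, KDM1A and CUL5 were enriched in 3D in both lines, and guides against 111 genes were depleted there in both. For the depleted genes, 47.5 shared calls come from independent lists (odds ratio 9.22, Fisher's exact p = 2.6e-32, adjusted p = 7.9e-32), and for the enriched genes 0.185 (odds ratio 30.6, Fisher's exact p = 0.000533, adjusted p = 0.000533). In 2D the lines shared 380 depleted genes against 329.7 (odds ratio 3.92, Fisher's exact p = 2.3e-16, adjusted p = 5.1e-16). Between cultures, HLF shared 172 depleted genes against 136 (odds ratio 3.88, Fisher's exact p = 2.8e-11, adjusted p = 5.1e-11) and PLC/PRF/5 149 against 115 (odds ratio 3.86, Fisher's exact p = 1.7e-10, adjusted p = 2.5e-10). Scores correlated across genes between the lines with r = 0.597 and rho = 0.560 in 2D and with r = 0.614 and rho = 0.564 in 3D. Between 2D and 3D they correlated across genes with r = 0.378 and rho = 0.351 in HLF and with r = 0.229 and rho = 0.268 in PLC/PRF/5. Genes are not independent replicates. Each of the 6 relations computed had a permutation p = 1e-05, the smallest that 100000 pairings can give, and an adjusted p = 1e-05.

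The HLF 3D screen was repeated with DMSO, and BRD2, CUL3, KEAP1, KDM1A and CUL5 were enriched in both runs, 5 genes where independent lists give 0.206 (odds ratio 85.1, Fisher's exact p = 3.5e-07, adjusted p = 4.5e-07). The repeat called 306 genes depleted (41.5%) and 19 enriched, and 159 depleted genes were shared against 83.0 for independent lists (odds ratio 10.3, Fisher's exact p = 6.9e-38, adjusted p = 3.1e-37). Across genes, r was 0.733 and rho 0.647 (permutation p = 1e-05, as above), and the SD of the difference was 1.499. The runs may share initial libraries, although the tags in the table's column names differ between them: simulated unchanged screens against common initial libraries gave r = 0.367 and 63.8% of genes with the same sign, against 72.1% observed, and a covariance of 0.513 against 2.99. Part of the excess may come from shared initial libraries.

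Guides against 97 genes (13.2%) were depleted in all 4 screens against the initial libraries, where independent lists give 21.2 and the highest of 10000 permutations was 39 (one-sided permutation p = 0.0001, the smallest possible). Ordered by the weakest of the 4 Scores, the top genes were GTF3C4 (-4.73 at its weakest in the authors' deposited table), MCRS1 (-4.26), DNMT1 (-4.24), HCFC1 (-4.19), ELP3 (-4.14), ELP5 (-3.87), RCC1 (-3.73) and TONSL (-3.63). CDK1, the chromatin reader BPTF, ASH2L and MEN1 followed. Of the 97, 19 were broadly essential genes (of 34), 0 were negative control genes (of 32), and 92 were also depleted in the DMSO repeat. All 29 genes that the study's text names as common hits were among them, which is not independent evidence because they were chosen on these samples. The study used the Cancer Dependency Map to remove commonly essential genes from its hits, and the 97 were not filtered, so 29 and 97 are not comparable counts. The 29 include the PRC2 genes EED, EZH2 and SUZ12, the BAF genes ARID1A and SMARCC2, the acetyltransferases KAT6A and KAT7 and the SAGA genes TADA1 and TADA3. Their weakest called Score in the authors' deposited table was KAT6A in PLC/PRF/5 2D (-0.27). At an FDR under 0.01 the count was 61.

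MEN1, KMT2A and ASH2L, which encode menin, the MLL1 methyltransferase and a shared subunit of MLL complexes, were depleted in both cultures of both lines. In the authors' deposited table, MEN1 had Scores of -3.96 in HLF 2D, -4.43 in HLF 3D, -4.33 in PLC/PRF/5 2D and -3.07 in PLC/PRF/5 3D. The same screens gave KMT2A -2.38, -2.79, -4.78 and -4.60 and ASH2L -6.54, -3.16, -5.01 and -3.56 in the authors' deposited table. WDR5, a scaffold of these complexes, had -3.36, -2.56 and -3.32 in the first 3 of these screens and -1.23, not called, in PLC/PRF/5 3D (the authors' deposited table). Of the 8 menin-MLL1 genes, 7, 6, 8 and 4 were called depleted in HLF 2D, HLF 3D, PLC/PRF/5 2D and PLC/PRF/5 3D. The list as a group did not pass in these screens, with adjusted permutation p-values of 0.329, 0.0508, 0.0508 and 0.0714, and most of its members are discussed by the study on these samples, so its counts are not independent evidence. Of NF-Y, a trimeric factor that binds CCAAT boxes, 2 of 3 subunits were measured, too few for the list test. NFYB had -2.95 in HLF 2D and -1.51 in PLC/PRF/5 3D, both called, and -0.77 in HLF 3D and 0.86 in PLC/PRF/5 2D, not called, in the authors' deposited table. NFYC had -1.18, -1.25 and -1.74 in HLF 2D, PLC/PRF/5 2D and PLC/PRF/5 3D, all called, and 0.86 in HLF 3D, not called, in the authors' deposited table. On GRCh38, MEN1 and KMT2A lie on chromosome 11 at 64803510 to 64811294 and 118436456 to 118526832, and NFYB lies on chromosome 12 at 104117086 to 104138241.

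**Figure D1:**
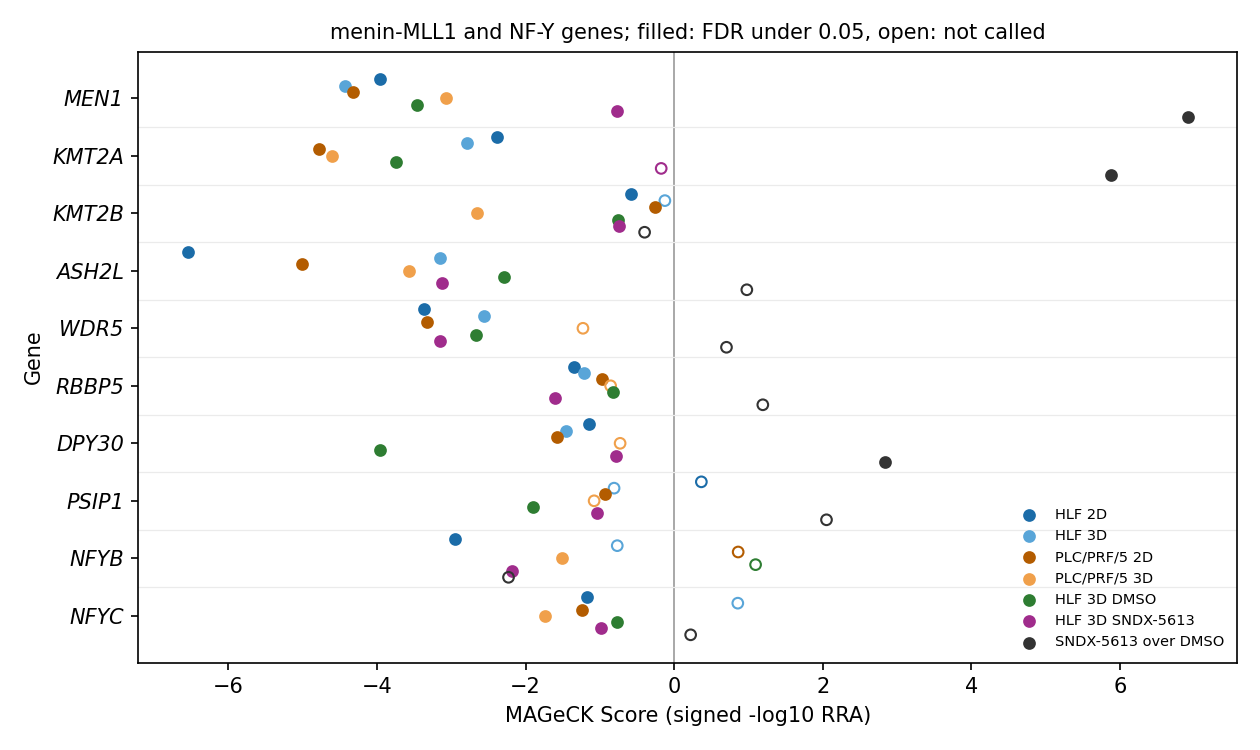
MAGeCK Scores in the authors' deposited table (x axis, signed -log10 RRA) of the 8 menin-MLL1 and 2 NF-Y genes (y axis), with 1 colour per comparison, filled where FDR was under 0.05 and open where not called. MEN1 and KMT2A lie below -2 in the screens without inhibitor, closer to 0 with SNDX-5613 (-0.77 and -0.17), and at 6.91 and 5.87 in the direct comparison of SNDX-5613 over DMSO.

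When 3D and 2D final libraries were compared directly, guides against CUL3, CUL5, UBE2D3, HUWE1 and SPOP were higher in 3D in both lines. In the authors' deposited table, HLF 3D over 2D gave the highest Scores to CUL3 (13.50), BRD2 (8.13), the PP4 catalytic gene PPP4C (8.01), CUL5 (7.89), UBE2D3 (7.13), HDAC3 (6.32), PPP4R2 (5.98) and KAT5 (5.78), the acetyltransferase of TIP60. PLC/PRF/5 3D over 2D had its highest Scores at UBE2D3 (11.05), CUL3 (10.91), SPOP (10.72), DPF2 (8.22), KDM1A (7.95), PAXIP1 (7.22), HMGB1 (6.88) and CUL5 (6.56) in the authors' deposited table. MAP3K7 was the only gene called lower in 3D in PLC/PRF/5 (-6.64, FDR 0.0109, in the authors' deposited table). In HLF, MAGeCK called 0 genes lower in 3D, although 152 had a Score of -1 or less and 227 a Score of at least 1. The deposited FDR did not cut both directions at the same Score size. Genes were called higher from 1.974 in HLF and 2.767 in PLC/PRF/5, while USP22 at -5.15 in HLF was not called lower. Counts of higher and lower calls thus cannot be compared with each other. A Score of -1 or less can also arise without change. In a simulated RRA step with 200 genes shifted, 6.52% to 38.9% of unchanged genes reached a Score of at least 1 in size. This counts both directions and depends on how far the other genes were shifted. The guides were simulated, so the range belongs to no screen of the study. A comparison of 3D over 2D was not simulated either. The tags in the table's column names are the same for HLF 2D and 3D and differ between PLC/PRF/5 2D and 3D, so a difference between runs cannot be told apart from culture in PLC/PRF/5. Of the genes not called lower in HLF 3D, USP22 (-5.15), BCORL1 (-4.49) and PHC3 (-4.08) had the lowest Scores in the authors' deposited table.

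By list, the study ubiquitination genes were higher in 3D in HLF (median 7.13, 5 of 5 called) and in PLC/PRF/5 (10.72, 5 of 5), with adjusted permutation p = 0.00383 for both, again on genes the study chose from these samples. The wider list of ubiquitin ligases and conjugating enzymes did not pass in HLF (0.933, 9 of 32 called, adjusted permutation p = 0.128) or in PLC/PRF/5 (-0.429, 6 of 32, adjusted permutation p = 0.846). The SRCAP and TIP60 remodelers were higher in 3D in HLF (1.70, 9 of 20, adjusted permutation p = 0.00383) and in PLC/PRF/5 (1.19, 2 of 20, adjusted permutation p = 0.0470). The H3K9 methylation and HP1 list was higher in HLF (1.66, 4 of 12, adjusted permutation p = 0.0285) and in PLC/PRF/5 (1.56, 3 of 12, adjusted permutation p = 0.0357), with the HUSH subunit MPHOSPH8 at 3.26 and 3.43 and the H3K9 methyltransferase EHMT2 at 2.66 and 3.22 in the authors' deposited table. In HLF the PP4 phosphatase (3.76, 2 of 4) and the other COMPASS complexes (1.85, 5 of 10) were also higher in 3D, and the Polycomb complex PRC1 was lower (-0.858, 0 of 23 called by MAGeCK), with adjusted permutation p = 0.0113, 0.0239 and 0.0372. Without members shared with another list, neither the remodelers nor the H3K9 list passed in PLC/PRF/5, and PRC1 did not pass in HLF, while the SRCAP and TIP60, H3K9, PP4 and COMPASS lists still passed in HLF. With means, the H3K9 list passed in neither line, the remodelers did not pass in PLC/PRF/5 and the COMPASS complexes did not pass in HLF. PP4 did not pass with ranked Scores, nor PRC1 against random lists outside the positive control. All 8 genes that the study's text names as opposite hits (KEAP1, CUL3, CUL5, UBE2D3, HUWE1, SPOP, HDAC3 and KMT2D) were called higher in 3D in both lines, which is not independent evidence. The menin-MLL1 genes and NFYB and NFYC were not called in either direct comparison of cultures.

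In all, 90 genes were higher in 3D in HLF and 52 in PLC/PRF/5, and 33 were shared against 6.35 for independent lists (odds ratio 19.1, Fisher's exact p = 2.8e-20, a single test outside the family of 9 overlaps). Of the 90, 84 were depleted in 2D, 8 were enriched in 3D, 7 were depleted in 3D and 75 were not called in 3D. Of the 52, the same counts were 43, 17, 0 and 35. Genes called depleted in 2D and enriched in 3D numbered 6 in HLF (BRD2, CUL3, KEAP1, KDM1A, PPP4R2 and IDH2) and 12 in PLC/PRF/5 (UBE2D3, HUWE1, CUL3, NIPBL, DPF2, KDM1A, RCOR1, PAXIP1, SPOP, NCOA6, CUL5 and USP21), with CUL3 and KDM1A in both. The other direction could not occur, as no gene was called enriched in 2D. Independent lists give 5.44 and 11.2, because most genes were called depleted in 2D. The count depends on the threshold: an FDR under 0.01 left 2 in HLF, and 0.1 gave 19 in PLC/PRF/5.

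**Figure D2:**
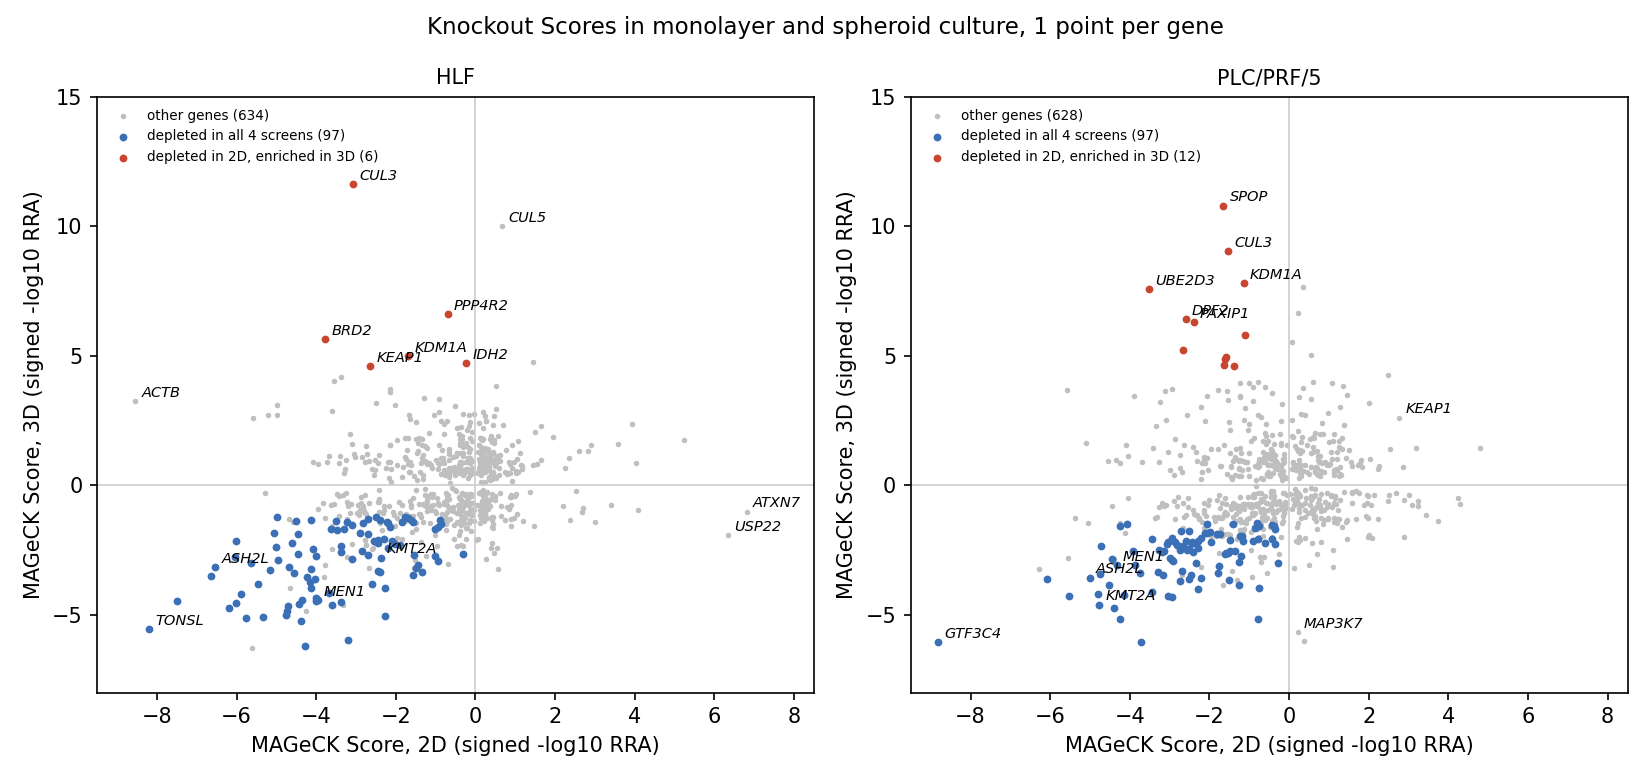
MAGeCK Scores (signed -log10 RRA) against the initial libraries in 2D (x axis) and 3D (y axis) for HLF (left) and PLC/PRF/5 (right), 1 point per gene. Blue marks the 97 genes depleted in all 4 screens and red the 6 and 12 genes called depleted in 2D and enriched in 3D, with CUL3 red in both panels.

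In HLF 3D with DMSO, guides against MEN1 and KMT2A were depleted, and with SNDX-5613 their Scores lay closer to 0. In the authors' deposited table, MEN1 had -3.46 with DMSO and -0.77 with SNDX-5613, and KMT2A had -3.75 and -0.17, the last not called. ASH2L had -2.28 and -3.12 and WDR5 -2.66 and -3.16 with DMSO and SNDX-5613 in the authors' deposited table. The lowest Scores with SNDX-5613 in the authors' deposited table were GTF3C4 (-8.74), HIRA (-7.68), ELP3 (-7.44), NCL (-6.77), TONSL (-6.53), MCRS1 (-6.41), USP36 (-6.20) and PRMT1 (-6.17), the main enzyme of asymmetric arginine methylation. The highest with SNDX-5613 in the authors' deposited table were PAXIP1 (15.60) and PAGR1 (12.25), partners in the KMT2C and KMT2D complexes, BRD2 (13.83), ADNP (12.18), CUL5 (12.06), HUWE1 (11.31), KEAP1 (10.46) and JARID2 (9.69). With DMSO, the authors' deposited table gave ELP3 (-6.48), HIRA (-6.28) and TONSL (-5.94) as the lowest and CUL5 (14.37), CUL3 (10.67) and BRD2 (9.41) as the highest Scores.

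Elongator (-4.22 with DMSO and -3.92 with SNDX-5613), the RNA exosome (-3.43 and -3.49), INO80 (-2.13 and -2.82), the histone chaperones (-1.91 and -2.24) and the broadly essential genes (-2.64 and -3.10) were depleted in both screens, with adjusted permutation p-values up to 0.0235. Called members numbered 6 and 6 of 6, 9 and 9 of 9, 11 and 11 of 14, 14 and 15 of 18, and 33 and 32 of 34. The study ubiquitination genes, chosen by the study on these samples, were enriched in both (8.46 and 9.12, 4 and 4 of 5, adjusted permutation p = 0.00383 and 0.00532). The menin-MLL1 list passed with DMSO (-2.47, 8 of 8 called, adjusted permutation p = 0.0470), which is not independent evidence, and had an adjusted permutation p = 0.664 with SNDX-5613, with 7 of 8 called. The MSL and NSL complexes (-3.00, 10 of 11) and the mitotic kinases and centromere genes (-2.73, 12 of 12) passed with SNDX-5613, both with adjusted permutation p = 0.0122. Without members shared with another list, Elongator and the broadly essential genes still passed in both screens and the exosome with SNDX-5613, while INO80, the histone chaperones, the exosome with DMSO, the menin-MLL1 list and the last 2 lists did not. The menin-MLL1 list with DMSO also did not pass with ranked Scores. SNDX-5613 had 376 depleted (51.0%) and 26 enriched genes, and 248 depleted genes were shared with DMSO against 156 for independent lists (odds ratio 10.1, Fisher's exact p = 4.0e-45, adjusted p = 3.6e-44). The negative control gave 11 of 32 depleted calls with SNDX-5613 and 5 of 32 with DMSO. With a Score of at least 1 in size, depleted genes numbered 250 with SNDX-5613 and 243 with DMSO. Across genes r was 0.741 and rho 0.693 (permutation p = 1e-05, the smallest possible), against r = 0.367 in simulated screens that share initial libraries, and both carry the same tag in the table's column names. The covariance was 4.05 against 0.513, and 73.7% of genes had the same sign against 63.8%. The difference of 3.53 between the covariances is approximate, because the Score is not a linear scale, and part of the excess may come from shared initial libraries.

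In the direct comparison, guides against MEN1 and KMT2A, whose products the inhibitor keeps apart, were higher with SNDX-5613 than with DMSO. The authors' deposited table gave the highest Scores to PAXIP1 (12.12), ADNP (7.44), MEN1 (6.91), PAGR1 (6.83), KMT2A (5.87), HUWE1 (5.78), SIN3A (4.62) and NSD1 (4.51), an H3K36 methyltransferase, all at an FDR of 0.000456. The 4 genes called lower with SNDX-5613 were CUL3 (-8.02), the PAF1 complex gene LEO1 (-6.34), the SUMO protease gene SENP1 (-4.51) and the PP4 subunit gene SMEK1 (-4.48) in the authors' deposited table. DPY30, a shared MLL subunit, was also higher (2.84, FDR 0.0245), while NFYB had -2.23 and an FDR of 0.253, not called, in the authors' deposited table. Against the initial libraries, NFYB had 1.10 with DMSO (FDR 1, not called) and -2.19 with SNDX-5613 (FDR 0.000195, called depleted) in the authors' deposited table. Over the between-screen SD, the difference of Scores, SNDX-5613 minus DMSO, was 1.80 for MEN1, 2.38 for KMT2A and -2.19 for NFYB. With no inhibitor, 34 genes lay beyond 2 of these SDs between the HLF 3D screen and its repeat with DMSO. The SD was taken from these same differences, so some genes beyond 2 of them follow by construction. The HLF 3D screen and its repeat also carry different tags in the table's column names, while SNDX-5613 and DMSO share one. A difference between runs may thus enter the repeat only. The count of 34 therefore cannot decide whether the differences of MEN1, KMT2A and NFYB would arise without SNDX-5613. By list, TFIID (1.98, 3 of 11), the menin-MLL1 complex (1.62, 3 of 8), the MOZ, MORF and HBO1 acetyltransferases (1.27, 1 of 12) and the SAGA and ATAC acetyltransferases (1.11, 0 of 25) were higher, with adjusted permutation p = 0.00383, 0.0235, 0.0306 and 0.0122. Among them, TAF8 had 3.74, TAF4 3.27 and KAT7 4.15 in the authors' deposited table. The SRCAP and TIP60 remodelers (-1.12, 0 of 20), the PP4 phosphatase (-2.18, 1 of 4) and the PAF1 complex (-1.89, 1 of 4), which travels with RNA polymerase II, were lower, with adjusted permutation p = 0.0148, 0.0232 and 0.0453. The SAGA and ATAC, the MOZ, MORF and HBO1 and the PAF1 lists did not pass without members shared with another list, and with means the first and second of these and PP4 did not pass.

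In all, 30 genes were higher and 4 lower with SNDX-5613. The deposited FDR called genes higher from a Score of 2.536 but lower only from -4.476, so these counts cannot be compared with each other. At the size of the DPY30 Score (2.84), no gene was called lower. With a Score of at least 1 in size and no FDR threshold, 172 genes were higher and 170 lower. Of the 30, 18 were depleted with DMSO, 9 of these were not depleted with SNDX-5613, and 11 were enriched with SNDX-5613. Without MEN1 and KMT2A, a version chosen after their values were seen, the menin-MLL1 list had a median of 1.09 (permutation p = 0.0836 before adjustment, against 0.003 for the whole list) and no longer passed. The counts depend on the threshold, with 10 higher and 2 lower at an FDR under 0.01, and the direct comparison uses the same final libraries as the screens against the initial libraries.

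**Figure D3:**
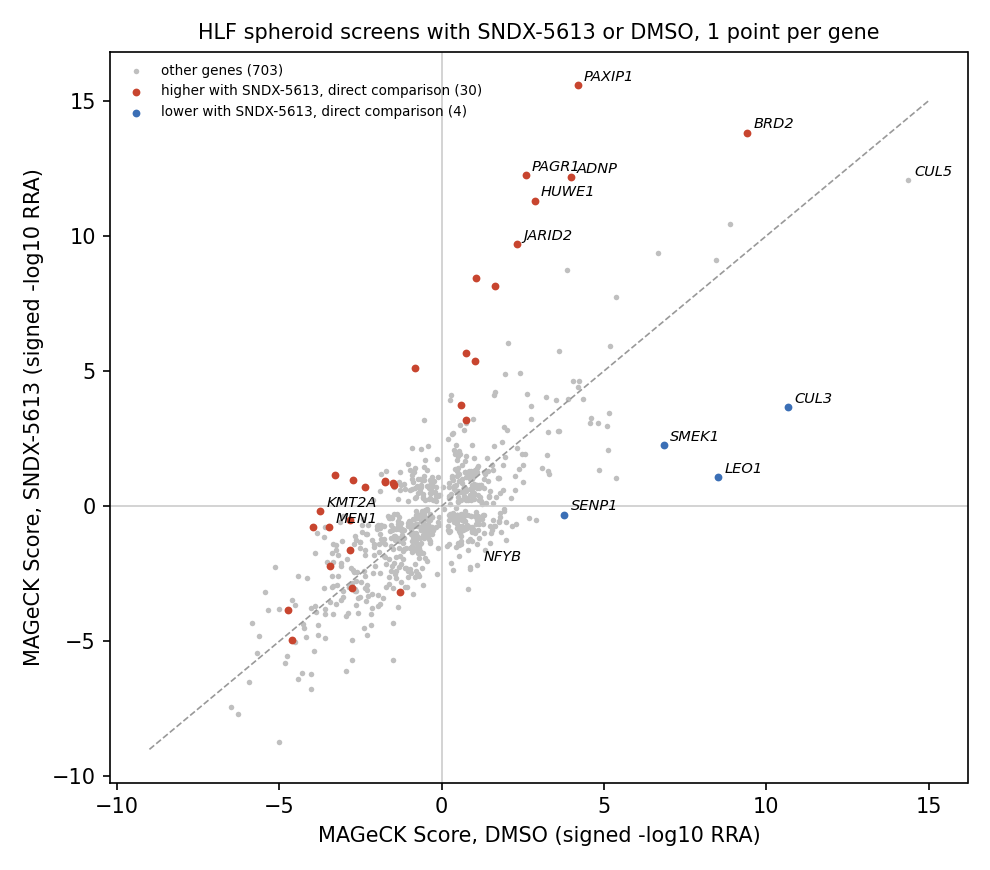
MAGeCK Scores in the authors' deposited table (signed -log10 RRA) of HLF 3D with DMSO (x axis) and with SNDX-5613 (y axis), 1 point per gene, with a dashed line where both are equal. Red marks the 30 genes called higher and blue the 4 called lower with SNDX-5613 in the direct comparison. PAXIP1 lies highest at 15.60, and MEN1 and KMT2A lie above the line.

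Other lists did not pass as groups in any comparison, although single members were called. Of the 34 lists tested, 14 passed in none of the 9 comparisons, including PRC2, the BAF and PBAF remodelers and the NuRD, SIN3, CoREST and NCoR deacetylase complexes. Their lowest adjusted permutation p-values were 0.0508 for the BET bromodomain genes, 0.0603 for the deacetylase complexes, 0.0621 for the deubiquitinases, 0.0714 for the arginine methyltransferases, 0.0918 for the lysine demethylases, 0.117 for the CHD remodelers and 0.119 for BAF and PBAF. They were 0.128 for DNA repair and checkpoint genes, 0.157 for DOT1L and its partners, 0.280 for PRC2, 0.293 for the Hippo pathway, 0.302 for DNA methylation, 0.467 for the ISWI remodelers and 0.618 for the AMPK subunits. The Hippo list holds the symbol TAZ as given, which may stand for WWTR1 or TAFAZZIN. A list's median and mean differed in sign in 24 of the 306 list tests, and 0 of these 24 passed.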

Values the study reported

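The study reported a library of about 6000 guide RNAs against 737 genes, with 7 guides per gene and 855 non-targeting controls, and cultures kept for 28 days. It reported 33 genes with opposite enrichment between 2D and 3D in HLF. The text gives 1 µM SNDX-5613 for the inhibitor screen.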

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

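The test of a difference between the lines, the tests of clone outgrowth, weaker depletion, weaker selection, regression to the mean and the negative control calls, and the versions without chromosome Y were chosen after the results were seen.

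A difference between the lines stood out for the broadly essential genes. In 2D their median Score difference, HLF minus PLC/PRF/5, was -1.33, against -0.290 for random lists. Their medians were -4.27 and -2.84, with 34 and 33 of 34 called depleted. This difference was the only one of 68 list differences that passed, in 2D or 3D (adjusted permutation p = 0.0272). A Score measures evidence, and its SD across genes was 1.835 in HLF 2D and 1.677 in PLC/PRF/5 2D. The table's column names also tag these screens differently. A difference between runs thus cannot be told apart from a difference between the lines.

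Depleted calls covered 68.0% and 65.8% of genes in the 2D screens. If calls came from cutting alone, since the non-targeting guides of the FDR do not cut the genome, germline, lymphoid and muscle genes would be called as often as others. With a Score of at least 1 in size, 1 of 32 was called in each line, against 42.3% of the 705 other genes in HLF and 40.7% in PLC/PRF/5 (Fisher's exact p = 1.1e-06 and 2.7e-06). This argues against cutting alone for calls of that size, although the split by Score size was chosen after the results were seen. Without the split, 9 of 32 in HLF and 16 of 32 in PLC/PRF/5 were called, against 68.0% and 65.8% of all genes. The contrast was then smaller in PLC/PRF/5. For calls with a Score under 1 in size, cutting alone stays open. There, 8 and 15 of 32 were called, against 27.5% and 25.8% of the other genes (Fisher's exact p = 0.842 and 0.0131). These shares cannot decide it, because they are taken over all 32 and 705 genes. Of the other genes, 298 in HLF and 287 in PLC/PRF/5 were already called at a Score of at least 1, against 1 control in each. This lowers the share left for the other genes. Cuts in chromosomes present in extra copies may add calls: 6.93% of the variance of HLF 2D Scores and 7.79% in PLC/PRF/5 lay between chromosomes (95th percentiles of permutations 4.98% and 5.01%), and without the 6 genes of chromosome Y, of which MAGeCK called 0 depleted in either screen, 3.49% (95th percentile 4.89%) and 5.57% (4.85%), so this and a cost of cutting as a part stay open, as the lines differ and copy number was not analysed here. A need for many chromatin regulators in 2D was not tested and stays open.

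The 6 HLF genes depleted in 2D and enriched in 3D (BRD2, CUL3, KEAP1, KDM1A, PPP4R2 and IDH2) had a median Score of 3.03 in PLC/PRF/5 3D, above the upper bound of the middle 95% of random lists (1.26, permutation p = 0.001). All 6 lay above 0 there and 2 were called enriched, which argues against chance outgrowth of a few clones. Weaker depletion of needed genes in 3D can leave a Score somewhat above 0, as the highest of the 34 broadly essential genes had 0.981 in PLC/PRF/5 3D. That screen has its own initial libraries and did not select the 6 genes. Their median of 3.03 lay above this highest value, while the lowest of the 6 (0.921) did not. Weaker depletion thus stays open for single genes, although the 6 as a set lay above the broadly essential genes. An effect of spheroid culture on cells that lack these genes is one hypothesis that stays open, as is a difference between the cultures in cell number or sampling, which was not tested. In PLC/PRF/5, where the table's column names tag 2D and 3D differently, a difference between runs cannot be told apart from culture, while both HLF cultures carry the same tag.

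MEN1 and KMT2A had a mean Score of 6.39 for SNDX-5613 over DMSO. As the whole cause, weaker selection with SNDX-5613 in general would raise the broadly essential genes as far, but their highest direct Score was 3.23, and 1.80 among the 10 with a DMSO Score at or below that of MEN1. A smaller general part stays open, as their median direct Score was 0.768, against 0.00569 for random lists, with 2 called higher (adjusted permutation p = 0.0508), while their median Score difference, SNDX-5613 minus DMSO, was -0.289. Regression to the mean from low DMSO Scores would give matched genes similar values, but the middle 95% of 1568 pairs matched on the DMSO Score ended at 2.92 and the highest pair had 3.99. A hypothesis that remains, and that was not tested, is that loss of menin or MLL1 costs less where the inhibitor already blocks their contact. The dose, which differs between the labels and the study's text, was not resolved.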

How the results depend on the processing

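The list without MEN1 and KMT2A, the SNDX-5613 and DMSO correlation without low Scores and the tests of line differences were chosen after the data were seen. No paired analysis was possible because the deposited table, the only source of values used here, holds 1 Score and 1 FDR per gene and comparison, with no column per replicate. Counts were not used here, so no replicate was left out and no other split of the samples was made. Of 168 alternative values of the main results, 114 kept their call or lay within 1.5 times. All 17 alternative correlations (0.181 to 0.753) and all 20 alternative odds ratios (2.49 to 131.5) kept their direction and side of the threshold. Of 861 alternative values of list shifts and named genes, 808 were the same, 45 kept their direction but no longer passed and 8 reversed, of which 1, a list, also did not pass. By rank, 632 of 639 values of named genes were counted as on the same side, and the 7 counted as reversed were all called genes. Genes not called could also lie past the middle with a Score below 0. Examples were KMT2A with SNDX-5613 (-0.17, rank 444) and KMT2B in HLF 3D (-0.12, rank 405). The 632, and the 808 that include them, are thus upper counts. Of the 57 list shifts, 10 no longer passed with means and 4 with ranked Scores, and without members of other lists 30 of 51 no longer passed and 1 more reversed and did not pass, where fewer genes were tested. Elsewhere the cause was not tested, except that a stricter or looser threshold calls fewer or more genes by construction.

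At an FDR under 0.01, HLF 3D had 122 depleted and 3 enriched genes, PLC/PRF/5 3D 106 depleted, HLF 3D over 2D 36 higher, PLC/PRF/5 3D over 2D 33 higher and 0 lower (MAGeCK), and SNDX-5613 over DMSO 10 higher and 2 lower. At that threshold 61 genes were depleted in all 4 screens and 2 were opposite in HLF. At an FDR under 0.1, PLC/PRF/5 3D had 28 enriched genes, PLC/PRF/5 3D over 2D 2 lower, SNDX-5613 over DMSO 51 higher and 7 lower, and 19 were opposite in PLC/PRF/5.

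With a Score of at least 1 in size, with or without the FDR, depleted genes numbered 299 in HLF 2D, 288 in PLC/PRF/5 2D and 250 with SNDX-5613. With no FDR threshold, enriched genes numbered 41 in HLF 2D, 162 in HLF 3D, 97 in PLC/PRF/5 2D, 162 in PLC/PRF/5 3D, 145 with DMSO and 143 with SNDX-5613. Higher and lower genes were 227 and 152 for HLF 3D over 2D, 205 and 192 for PLC/PRF/5 3D over 2D, and 172 and 170 for SNDX-5613 over DMSO, and opposite genes were 59 in HLF and 80 in PLC/PRF/5.

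By the difference of Scores over 2 between-screen SDs, lower genes were 15 for HLF 3D over 2D, 29 for PLC/PRF/5 3D over 2D (83 higher) and 17 for SNDX-5613 over DMSO (13 by the residual), where 25 were higher. With no inhibitor, 34 genes lay beyond 2 of these SDs between the HLF 3D screen and its repeat with DMSO. The SD was taken from these same differences, and the repeat may include a difference between runs. The counts for SNDX-5613 over DMSO thus cannot be set against a separate error. For SNDX-5613 over DMSO, NFYB ranked 11 from the lowest by the difference and 12 by the residual, against 35 in the direct comparison.

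Without members of other lists, passing lists numbered 1 in HLF 2D, 3 in HLF 3D, 2 in PLC/PRF/5 2D, 2 in PLC/PRF/5 3D, 3 with DMSO, 3 with SNDX-5613 and 0 for PLC/PRF/5 3D over 2D. With means they numbered 11 in HLF 3D, 8 in PLC/PRF/5 2D and 11 with DMSO, and with random lists outside the positive control 10 in PLC/PRF/5 2D. The menin-MLL1 list without MEN1 and KMT2A had a median of 1.09 for SNDX-5613 over DMSO (permutation p = 0.0836). Without shared members, the ubiquitin ligases and conjugating enzymes in HLF 2D lay above random lists in place of below (median -0.278, adjusted permutation p = 0.678). By rank, called genes past the middle were CHD2 (430) and SPOP (373) in HLF 2D and KMT2B (448), HDAC7 (401), KAT6A (446), ASF1A (404) and RAD54L (421) in PLC/PRF/5 2D.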

Other observations

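The SAGA deubiquitinase, KDM1A and PAXIP1 groups and the count of signs for the H3K9 genes were chosen after their values were seen, and no test was run on them.

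The SAGA deubiquitinase module removes ubiquitin from histone H2B and consists of USP22, ATXN7, ATXN7L3 and ENY2. In HLF 2D, the authors' deposited table gave USP22 6.34, ATXN7 6.82 and ATXN7L3 2.38, none called at an FDR of 1, and ENY2 -3.24, called depleted. In 3D, 0 of these 4 genes lay above 0 in HLF, in its DMSO repeat, with SNDX-5613 or in PLC/PRF/5, and 3, 4, 3 and 2 were called depleted. In PLC/PRF/5 2D, 1 of 4 lay above 0 and 3 were called depleted.

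KDM1A, the H3K4 demethylase LSD1, and its CoREST partner RCOR1 were called depleted in 2D in both lines and lay above 0 in all 4 3D screens against initial libraries. In PLC/PRF/5 3D both were called enriched. PAXIP1 and PAGR1, which bind each other, were called depleted in 2D in both lines, lay above 0 in all 4 3D screens, and were both called enriched with SNDX-5613. KMT2D, the methyltransferase of the complex that holds them, had -0.39 with SNDX-5613 and -2.24 over DMSO in the authors' deposited table, neither called.

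Of the 12 genes for H3K9 methylation and HP1, 3 and 4 had Scores above 0 in the 2D screens of HLF and PLC/PRF/5, and 11 and 9 in the 3D screens. In the HLF 3D repeat with DMSO the count was 7, and with SNDX-5613 it was 8. The list did not pass in that repeat (median 0.528, adjusted permutation p = 0.416).

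No count was set against the study's number of genes with opposite enrichment, because its threshold was not given in the sources used here.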
